A study of Danio rerio with 5 samples. Its data were reported in "Activating Transcription Factor 6 Is Necessary and Sufficient for Alcoholic Fatty Liver Disease in Zebrafish" (2014).

How the data were processed

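Livers were dissected from zebrafish larvae at 5 days post fertilization (dpf), and each library came from 1 pool of livers. The 5 libraries were 2 controls, 2 from larvae treated with ethanol and 1 from larvae carrying the nAtf6 transgene (nAtf6 TG), which expresses the active N-terminal fragment of Atf6 in hepatocytes. The control and ethanol larvae carried another transgene, a nuclear mCherry. The study's methods describe polyA-selected mRNA read from 1 end in reads of 100 bases. The labels call the same material small RNA, and the pieces over exons of protein-coding genes described below are what the methods describe. The authors trimmed 2 bases from each end of a read, split the rest into 3 pieces and placed the pieces on the Zv9/danRer7 genome with their own suffix-array software. The version of that software, the annotation release and the treatment of pieces with several positions are not given in the sources used here.

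The deposited files hold counts: for each distinct piece of 32 bases, the number of times it was seen, with 1 position and 1 annotation. No sequence was listed more than once within a library. The annotation is a gene symbol, the name of a repeat family or a mark for none. Because each piece has 1 listed position, pieces shared by near-identical genes cannot be divided between them, and an alternative that counts every mapped position could not be run. Counts were summed over both strands, so genes that overlap or lie antisense to another are uncertain. Pieces on the reverse strand of the genome made up 51.2% to 52.2% of each library. Genes lie on both strands, so that share does not tell whether the libraries kept the strand. A read gives up to 3 pieces, and reads carry no molecular identifiers, so pieces are not independent molecules. Intervals and floors cover counting error only.

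Counts were summed per gene symbol. The libraries held 13245 genes and 1028 repeat families. Of the symbols, 10857 were current in the reference table of gene names, 2141 were synonyms of a current symbol and 247 had no match, and symbols are given here as the files give them. Pieces on genes made up 65.7% to 73.9% of a library. The others stayed out of library sizes and tests: pieces with no annotation, 19.0% to 22.4%, and pieces on repeats, 6.94% to 12.9%, which include ribosomal RNA. CPM values are counts scaled to the pieces on genes of their library, as edgeR computes them, without TMM factors. These factors were 0.824 and 0.890 for the controls and 1.02 and 1.34 for the ethanol libraries, so a gene can rise in CPM and fall in the fit. Coordinates are those of Zv9/danRer7 as listed in the files, and the span of a gene runs from its first to its last listed piece. Of the 60 genes named by the rule below, 8 have a span that overlaps another gene with at least 100 pieces (pgk1, apom, apoea, fasn, slc16a3, fgf4, ido1 and igfbp1b).

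The designs, the alternatives and the gene lists were fixed before the data were examined, except where stated. Ethanol was compared with control by edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3) on the counts of the 4 libraries concerned, with TMM normalization, the filterByExpr filter, robust estimates and the replicate number as a block. The block follows the study's methods, in which each ethanol library was set against its own untreated siblings. As a check of the pairing, the difference between control 1 and control 2 was correlated with that between ethanol 1 and ethanol 2 across 6761 genes, and r was 0.360. Genes are not independent replicates. The blocked fit leaves 1 residual degree of freedom. The nAtf6 TG library was compared with the controls in a fit of all 5 libraries in 3 groups with no block, in which the lone library was assumed to vary like the others. That difference has no replicate check of its own. The threshold was a Benjamini-Hochberg adjusted p of 0.05. The biological coefficient of variation was 0.339 in the fit for ethanol and 0.430 in the fit for nAtf6 TG.

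Alternatives were DESeq2 1.42.0, RLE and upper-quartile normalization, no filter, a filter on a mean of at least 5 CPM, counting each distinct piece once, limma 3.58.1 on the median coverage per gene, a second threshold of a 2-fold change, a test against a change of 1.5-fold (glmTreat), library sizes without the genes of the lists of other tissues, no replicate block, other sets of libraries, and leaving out each replicate in turn. Leaving out a replicate used the fit of all groups without the block, which pools the spread. Counting each distinct piece once caps the level of abundant stretches by construction, so it understates changes of abundant genes. Added after seeing the data were fits without pieces that hold adapter sequence or are of low complexity, fits with each library's trend with GC content taken out, fits with all libraries thinned to the depth of the smallest, a test of ethanol minus nAtf6 TG in the fit of all 5 libraries, the log2 fold changes of fasn and acaca minus that of rplp0, taken to be the reference gene of the study's qPCR, further rows of alternatives for the gene lists, the 2 lists of islet genes and all counts of repeat families.

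The study's own measure was also rebuilt from the deposited pieces: the median coverage per gene, for the 10440 genes with at least 50 covered bases, was quantile normalized, a noise term of 1.52 (the peak of the distribution) was added, and natural log ratios past 0.2 in size were counted. A covered base had at least 5 pieces over all libraries. Coverage was rebuilt from the pieces and not from the authors' transcripts, which were not used here.

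Of the Perk list 2 genes (atf4b1 and atf4b2), and of the heat shock list 3 (hsp90ab1, hspd1 and hspe1), are also on the UPR list. Gene lists were tested with camera and its preset correlation, with fry and with camera and an estimated correlation. Adjustment was over the lists of a contrast. For comparisons of single libraries, a list's median was set against 10000 random lists of the same size matched on mean expression, which describes these libraries only. The correlation between both contrasts was set against 100 simulated draws of unchanged groups against the same controls.

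The genes named in the text follow a rule with 3 parts. The first takes genes that the body of the study names. The second takes, for each fit, the 5 genes with the highest and the 5 with the lowest log2 fold change past the threshold, with a mean of at least 5 CPM over the 5 libraries and the same direction in both pairs or against both controls. The third takes genes of the unfolded protein response (UPR) list past the threshold in 1 fit only, at most 5 by the size of the difference. Of the genes under the first part, 1 is not reported here. Any other gene named was chosen after its values were seen. For genes with no piece in both controls the fold is a lower bound against a floor of 3 pieces over the group, and for genes with 1 to 3 pieces the ratio has its 95% counting interval. Shares have exact Clopper-Pearson 95% intervals.

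The fits were tested on simulated counts with 200 changed genes among the real genes, 5 simulations for each contrast and each of 2 ways of drawing the spread. For ethanol, 43.0% to 66.5% of the changed genes were recovered with spread drawn from the trend and 37.5% to 64.5% with spread drawn per gene, and 0 to 5.83% and 5.06% to 18.9% of the calls were false. For nAtf6 TG, 21.5% to 33.0% and 10.5% to 26.5% were recovered, and 3.28% to 7.69% and 4.55% to 25.4% of the calls were false. The nominal share is 5%, so the spread per gene gave more false calls than the threshold states. In simulated libraries over 10440 genes, the rebuilt natural log ratio of genes raised 4-fold had a median of 1.13 at coverage over 100 and 1.21 at coverage of 10 to 40, against 1.38 and 1.29 for such genes with the noise term added and 1.39 for ln 4, so the rebuilt ratio understated the change. In the same libraries 40.2% and 33.3% of unchanged genes with coverage over 10 passed 0.2. Each simulated gene was 1 Poisson draw, whereas the real value is a median over at least 50 bases. These shares therefore do not give the share of unchanged genes past 0.2 in the real libraries. Other software was Python 3.11.15, pandas 2.3.3, SciPy 1.17.1, NumPy 2.4.6 and matplotlib 3.10.9.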

Results

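mRNA from dissected livers of 5 dpf zebrafish larvae was sequenced in 5 libraries: 2 controls, 2 from ethanol-treated larvae and 1 from nAtf6 TG larvae. The deposited counts of 32-base pieces summed to 40366426 in control 1, 41849886 in control 2, 59441987 in ethanol 1, 50023225 in ethanol 2 and 48366095 in the nAtf6 TG library. Pieces on genes numbered 29709992, 28135226, 43957274, 32871462 and 33267324 in the same order. The 10 most abundant genes took 25.2% to 33.4% of the pieces on genes. Ribosomal RNA repeats made up 2.29% of control 1, 7.86% of control 2, 1.24% of ethanol 1, 4.80% of ethanol 2 and 4.68% of the nAtf6 TG library. The log CPM of the controls correlated at 0.961 across genes and that of the ethanol libraries at 0.894.

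The transgene carries only the N-terminal part of atf6, so the pieces on atf6 (chromosome 20, 33836133 to 33889334) check the label of the nAtf6 TG library. Pieces fell on 16 covered blocks. The boundary of the fragment, placed by length, fell in block 9, which was left out of the shares, and blocks after it may include bases of the 3′ untranslated region. The 8 blocks before the boundary held 90.7% (95% interval 89.6% to 91.7%) of the atf6 pieces in the nAtf6 TG library. The share was 50.1% (45.4% to 54.8%) in control 1, 58.1% (54.3% to 61.8%) in control 2, 47.3% (44.6% to 49.9%) in ethanol 1 and 61.8% (60.4% to 63.1%) in ethanol 2. Counting each distinct piece once gave 82.5% in the nAtf6 TG library. Relative to the mean of the controls, CPM on the blocks before the boundary was 7.35-fold in the nAtf6 TG library, and CPM on the blocks after it was 0.926-fold. In ethanol 2 both parts were high, at 8.46-fold and 6.42-fold, and in ethanol 1 they were 1.37-fold and 1.87-fold. The difference between both ethanol libraries was larger than that between the controls, which lay at 0.686-fold and 1.31-fold for the blocks before the boundary.

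**Figure D1:**
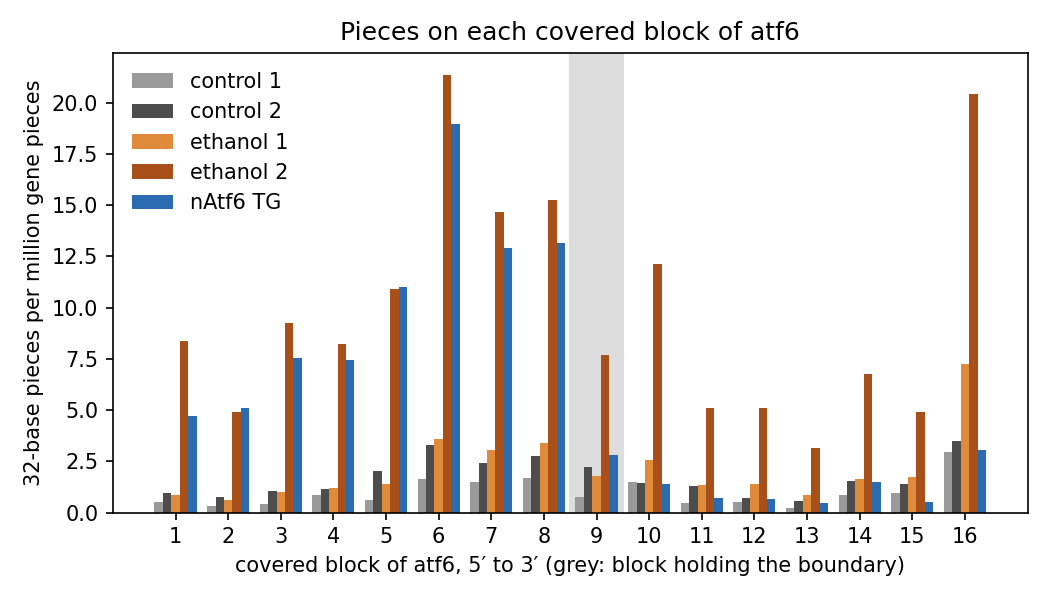
CPM on each of the 16 covered blocks of atf6, from 5′ to 3′, with 1 bar per library and the block holding the boundary in grey. The nAtf6 TG library is high over the 8 blocks before the boundary, which hold 90.7% of its atf6 pieces, and ethanol 2 is high over the blocks on both sides.

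To ask which genes ethanol changed in the liver, each ethanol library was compared with its sibling control. Of 10763 genes tested, 1378 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 833 higher and 545 lower with ethanol. At an unadjusted p of 0.05 there were 2977. The result moved most when the median coverage was tested with limma, which called 0 genes, with 2238 at an unadjusted p of 0.05 and a lowest adjusted p of 0.139, while DESeq2 called 1757. Without the replicate block 130 genes passed, and 179 in all 5 libraries without it. Leaving out 1 library from the latter fit gave 198 genes without control 1, 324 without control 2, 776 without ethanol 1 and 1435 without ethanol 2. The excess of higher over lower calls did not hold under every setting: 60.4% of calls were higher with TMM, 49.0% with upper-quartile normalization and 37.1% when each distinct piece was counted once. In all 5 libraries without the block 59.8% were higher, and 42.1% (327 higher and 449 lower) when that fit left out ethanol 1. Upper-quartile normalization moved the median log2 fold change of all genes by -0.14 relative to TMM, and counting distinct pieces moved it by -0.12.

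The 5 genes with the highest log2 fold change were slc16a3, grin1a, fgf4, prkcq and esm1. slc16a3 had no piece in both controls, against 9.19 CPM in ethanol 1 and 16.002 CPM in ethanol 2, values at least 177-fold and 309-fold higher than a floor of 3 pieces over both controls. Its span lies within that of fasn, so its pieces are uncertain. grin1a had 3 pieces in the controls and 2099 in the ethanol libraries, a ratio of 527 (95% interval 180 to 2557) after scaling to the pieces on genes. fgf4 (chromosome 7, 54629861 to 54637641) rose from 0.269 and 0.107 CPM to 47.2 and 46.8 CPM (log2 fold change 7.53, SE 0.46, adjusted p 4.61e-04). prkcq rose from 0 and 0.320 CPM to 7.92 and 47.4 CPM (log2 fold change 7.07, SE 0.62, adjusted p 8.54e-04). esm1 (chromosome 21, 8305358 to 8309592) rose from 6.90 and 3.55 CPM to 835.1 and 333.4 CPM (log2 fold change 6.29, SE 0.42, adjusted p 5.46e-04). The 5 lowest were crybb1l3 on chromosome 15, 27445007 to 27453236 (log2 fold change -8.23, adjusted p 4.61e-04), zgc:92590 (-6.87, adjusted p 0.00295), ido1 (-6.62, adjusted p 5.63e-04), adh8a (-5.57, adjusted p 0.00434) and or109-11 (-5.28, adjusted p 5.63e-04). All of these were higher or lower in both pairs. In all 5 libraries without the replicate block, adh8a (adjusted p 0.0898) and prkcq (0.0502) did not pass. With 1 library left out of that fit adh8a failed only without ethanol 2 (0.0594) and prkcq passed each time. zgc:92590 passed in all 5 libraries (0.0212) but not without ethanol 1 (0.0608) or ethanol 2 (0.0528). Of the genes the study names, hspa5 (chromosome 5, 2513262 to 2521217) rose from 178 and 358 CPM to 3875 and 4030 CPM (log2 fold change 3.52, SE 0.42, adjusted p 0.00235). Without the block it passed in all 5 libraries (adjusted p 0.0418) but not without control 1 (0.135), and its direction reversed when distinct pieces were counted (-0.14). Because counting distinct pieces caps abundant stretches by construction, that reversal cannot speak against a rise of this size in hspa5. With median coverage and limma its log2 fold change was 4.05 (adjusted p 0.139). The whole atf6 gene rose by 1.36 on the log2 scale (SE 0.37, adjusted p 0.0440). Without the block atf6 did not pass in all 5 libraries (1.51, adjusted p 0.233). Its log2 fold change was 0.45 without ethanol 2 and 2.12 without ethanol 1. The hepatocyte gene fabp10a fell by 1.93 on the log2 scale (SE 0.37, adjusted p 0.0133). Without the block it did not pass in all 5 libraries (adjusted p 0.161), nor without control 1 (0.601), control 2 (0.344) or ethanol 2 (0.0557), whereas it passed without ethanol 1 (0.0249), and its direction reversed under median coverage (0.59).

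To ask what the active Atf6 fragment does alone, the nAtf6 TG library was compared with both controls. Of 11543 genes tested, 0 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, with 463 at an unadjusted p of 0.05 and a lowest adjusted p of 0.0533. DESeq2 called 127 genes on the same libraries, 88 higher and 39 lower, and limma on median coverage called 0. The result moved most in a fit of the controls and the nAtf6 TG library alone, which called 149 genes, 114 higher and 35 lower. Leaving out 1 library gave 56 genes without control 1, 95 without control 2, 71 without ethanol 1 and 84 without ethanol 2. The group has 1 library, so each of these tests assumes that it varies like the others. The named genes with the highest log2 fold changes were UPR genes. pdia4 (chromosome 24, 17883848 to 17890562) stood at 3842 CPM, from 34.87 and 99.5 CPM in the controls (log2 fold change 5.65, SE 0.85, adjusted p 0.0907). With 1 library left out its adjusted p was 0.00614 without control 1, 2.30e-04 without control 2, 0.0559 without ethanol 1 and 0.0442 without ethanol 2. hspa5 stood at 10695 CPM (log2 fold change 5.12, SE 0.65, adjusted p 0.0548) and hsp90b1 at 11786 CPM, from 146 and 357 CPM in the controls (log2 fold change 5.36, SE 0.74, adjusted p 0.0737). hsp90b1 lies on chromosome 4, 8898719 to 8906101. derl3 (4.81), pdip5 (4.42) and herpud1 (3.99) had an adjusted p of 0.0533. Over the alternatives the adjusted p of hspa5 ran from 1.79e-15 to 0.816. With 1 library left out hspa5 passed each time, with an adjusted p of 0.0247 without control 1, 0.00335 without control 2, 0.0165 without ethanol 1 and 0.00916 without ethanol 2. The whole atf6 gene had a log2 fold change of 1.88 (SE 0.68, adjusted p 1) and was 3.68-fold higher.

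In natural log ratios built after the study's method, 2447 of 10440 genes were over 0.2 and 2642 under -0.2 in the nAtf6 TG library against the mean of the controls. With ethanol, 2143 genes were over 0.2 and 1915 under -0.2 in both pairs. Between control 1 and control 2, without a treatment, 5113 genes (49.0%) passed the same limit. At the limit that 5% of genes passed between the controls (0.789), the counts were 534 genes for nAtf6 TG and 763 for ethanol in both pairs.

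The study drew its UPR genes from earlier studies and gene annotation, and its list holds those it found raised in these libraries, so the counts check the values and are not independent evidence. The list has 54 genes. In natural log ratios over 0.2, 36 of the 54 were higher in the nAtf6 TG library, 45 were higher with ethanol in both pairs (51 in either pair), and 34 were shared by either count. Between the controls 35 of the 54 passed the limit in either direction, 3 of them higher in control 1. At the limit of 0.789 the counts were 29, 31 and 24, and 8 between the controls. In edgeR's quasi-likelihood test, 32 of the 54 were past the threshold with ethanol, all higher, and 42 were higher and 1 lower when adjusted over the list alone. With nAtf6 TG, 0 passed over all genes and 25 were higher when adjusted over the list alone, while DESeq2 over all genes called 22. The count with ethanol moved most with median coverage and limma, to 0 genes (2238 of all genes had an unadjusted p under 0.05, and DESeq2 called 42 of the list). Without the replicate block it was 5, and 7 in all 5 libraries. Leaving out 1 library from the latter fit, it was 6 without control 1, 13 without control 2, 14 without ethanol 1 and 38 without ethanol 2. The median log2 fold change of the list was 1.54 with ethanol, with 52 of 54 genes higher, and 1.32 with nAtf6 TG, with 38 of 54 higher. When distinct pieces were counted the median was 0.042 with ethanol, with 28 higher and 26 lower, of which 15 and 11 were past the threshold, and 0.30 with nAtf6 TG, with 34 of 54 higher. That count caps abundant stretches by construction, so it cannot measure large rises of abundant genes. The list passed camera in both contrasts (adjusted p 8.49e-21 and 2.75e-46), which presets a small correlation between genes. It did not pass fry (adjusted p 0.266 and 0.276). Among the 8 UPR, lipid and stress lists, fry was passed with ethanol only by the Perk list (0.0361) and the glyceroneogenesis list (0.0386), and with nAtf6 TG by none. Neither of these passed with RLE (0.270 and 0.295) or upper-quartile normalization (0.198 each). They also failed with no filter (0.140 and 0.156) and with a mean of at least 5 CPM (0.159 and 0.338), where only heat shock passed (0.00308). When distinct pieces were counted both passed (0.0160 each), as did the lipoprotein list (0.0169). With an estimated correlation, camera gave the UPR list an unadjusted p of 0.260 with ethanol and 0.0768 with nAtf6 TG. None of the lipid and stress lists described below was under 0.05 with ethanol in that test.

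**Figure D2:**
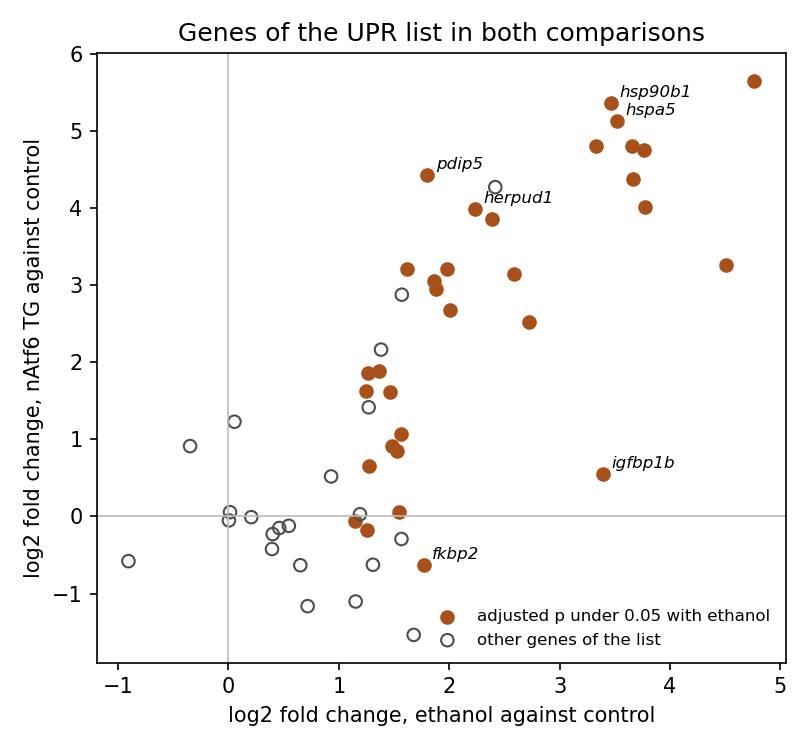
Log2 fold change with ethanol (x axis) and with nAtf6 TG (y axis) of each of the 54 genes of the UPR list, filled where the adjusted p with ethanol was under 0.05. With ethanol 52 genes lie above 0 and with nAtf6 TG 38 do.

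The 32 genes of the list past the threshold with ethanol were past it in 1 fit only, since none passed with nAtf6 TG. Of these, 29 were also higher in the nAtf6 TG library and 3 were lower. The 5 with the largest difference were igfbp1b, pdip5, fkbp2, hsp90b1 and herpud1. igfbp1b had a log2 fold change of 3.39 with ethanol (adjusted p 0.00146) and 0.55 with nAtf6 TG (adjusted p 1), and fkbp2 had 1.77 (adjusted p 0.0196) and -0.63 (adjusted p 1). pdip5 (1.80 with ethanol), hsp90b1 (3.46) and herpud1 (2.23) had larger values with nAtf6 TG, as given above. In all 5 libraries without the replicate block, igfbp1b passed with ethanol (adjusted p 0.0411), whereas herpud1 (0.0502), hsp90b1 (0.0571), pdip5 (0.101) and fkbp2 (0.122) did not. With 1 library left out of that fit, igfbp1b did not pass without control 2 (0.0551). The others stayed above the threshold without control 1 (hsp90b1 0.175, herpud1 0.221, pdip5 0.526 and fkbp2 0.252), and all but hsp90b1 without control 2 (herpud1 0.177, pdip5 0.274 and fkbp2 0.221). Without ethanol 1, pdip5 (0.0528) and fkbp2 (0.0734) did not pass, and without ethanol 2 all of them passed. In a test of the difference between both contrasts, added after seeing the data, 10 genes passed in edgeR's quasi-likelihood test and 513 in DESeq2. The balance differed: 2 were higher and 8 lower with ethanol in edgeR, against 332 higher and 181 lower in DESeq2. The 10 genes of edgeR are named next. Higher with ethanol were slc16a9a and slc16a9b. Lower with ethanol were crtac1a, cyp2x12, epdr1, or109-11, pebp1, si:dkey-33c12.3, si:dkeyp-113d7.4 and zgc:65895. No gene of the UPR list was among the 10. Leaving out 1 library gave 202 genes without control 1, 207 without control 2, 104 without ethanol 1 and 537 without ethanol 2.

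To ask whether ethanol and nAtf6 moved the same genes, their log2 fold changes were correlated across 9444 genes. Pearson's r was 0.372 and Spearman's rho 0.341, and 61.2% of genes had the same sign. Genes are not independent replicates. Both contrasts share their controls, and simulated unchanged libraries with shared simulated controls gave a median r of 0.413 and a highest r of 0.430 over 100 draws. The draws left out the pairing of siblings and gave all libraries the same spread. The real controls differed less from each other (SD 0.593 across genes) than the ethanol libraries did (0.954). The draws therefore do not give the r that shared controls alone would produce in this design. With a different control for each contrast r was 0.205 and 0.209, against a simulated median of -0.001 and a highest value of 0.0158. Of the 833 genes past the threshold and higher with ethanol, 535 (64.2%) were higher in the nAtf6 TG library, and of the 545 lower with ethanol, 102 (18.7%) were higher in it. Those shares also rest on the shared controls.

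The lipid lists address how ethanol and nAtf6 bear on fat storage. Of the 5 glycolysis genes, 5 were lower with ethanol and 3 past the threshold, also when adjusted over the list alone (camera adjusted p 6.72e-07). With median coverage 4 of 5 were lower, as they were without control 1 or ethanol 2. The fall of pgk1 depended on the TMM factors, since its CPM was higher with ethanol in both pairs, at 740 against 689 and at 546 against 430. With nAtf6 TG the median log2 fold change of the list was -1.09, with 5 of 5 lower (camera adjusted p 0.00539, and 0.0903 without control 2). With ethanol pklr fell by 3.52 (SE 0.41, adjusted p 0.0021) and slc2a2 fell by 2.28 (SE 0.33, adjusted p 0.00477). Without the block slc2a2 did not pass in all 5 libraries (adjusted p 0.0506), without control 1 (0.121) or without control 2 (0.0607), and it passed without ethanol 1 (0.0259) or ethanol 2 (0.0152). gck fell by 3.44 (SE 1.36, adjusted p 0.292), but stood at 16.2 CPM in control 1 and 328 CPM in control 2, and passed without control 1 (log2 fold change -5.49, adjusted p 1.59e-10). With nAtf6 TG pklr fell by 1.21 and slc2a2 fell by 1.09, each with an adjusted p of 1. The 5 genes of glyceroneogenesis and elongation had a median of -0.12 with ethanol and 0.72 with nAtf6 TG, with 5 of 5 higher in the latter (camera adjusted p 0.679 and 0.0800, the latter 0.0252 without ethanol 1 and 0.0305 without ethanol 2). pck1 (0.81) and got1 (0.72) were among these, and both, like the median of the list (-0.01), turned below 0 when distinct pieces were counted. The 7 lipoprotein genes had medians of -0.59 with ethanol, with 5 of 7 lower (0.28 with median coverage), and -1.24 with nAtf6 TG, with 7 of 7 lower (camera adjusted p 0.0125 and 1.47e-07, the former 0.387 without ethanol 2). With ethanol 2 of the 7 were past the threshold and lower, and 3 when adjusted over the list alone. With nAtf6 TG 0 passed in edgeR over all genes, 1 when adjusted over the list alone and 1 in DESeq2. cetp fell by 3.34 with ethanol (SE 0.35, adjusted p 0.00146) and fell by 2.67 with nAtf6 TG (SE 0.57, adjusted p 0.285, and 0.0489 without ethanol 2). pdia2 fell by 1.24 (SE 0.30, adjusted p 0.0314) and fell by 1.36 (SE 0.45, adjusted p 0.915), and without the block its ethanol call was lost in all 5 libraries (0.120). With 1 library left out of that fit its adjusted p was 0.616 without control 1, 0.472 without control 2, 0.0583 without ethanol 1 and 0.0400 without ethanol 2. Among the 3 Srebp1 genes (camera adjusted p 0.735 and 0.864), fasn had a log2 fold change of 0.55 with ethanol (adjusted p 0.273) and -0.25 with nAtf6 TG (adjusted p 1), and acaca had 0.76 (adjusted p 0.140) and -0.21 (adjusted p 1). None of these differences of fasn and acaca passed the threshold. When distinct pieces were counted acaca passed with ethanol (0.61, adjusted p 0.0222). The sign of both genes with nAtf6 TG reversed without control 2, to 0.38 and 0.27, and relative to rplp0, to 0.52 and 0.56. With ethanol fasn turned to -0.10 without ethanol 2. Relative to rplp0, which was 0.467-fold with ethanol, the log2 fold changes with ethanol were 1.65 for fasn and 1.86 for acaca, without a test.

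The 20 genes of cholesterol synthesis had a median log2 fold change of 2.43 with ethanol, with 19 of 20 higher, and 5 past the threshold or 6 when adjusted over the list alone (camera adjusted p 1.65e-05, 0.0895 without ethanol 2 and 0.141 when distinct pieces were counted). Both pairs differed: the median was 3.71 in pair 1 and 1.02 in pair 2, because the median of control 1 minus control 2 was -3.61, with 20 of 20 genes lower in control 1. hmgcs1 stood at 36.2 CPM in control 1, 1101 in control 2, 1644 in ethanol 1, 3651 in ethanol 2 and 490 in the nAtf6 TG library. hmgcs1 (log2 fold change 3.16), mvk (2.34) and hmgcra (0.10) did not pass with ethanol (adjusted p 0.427, 0.0723 and 0.899). mvk passed in DESeq2 (2.14e-04), and hmgcra passed in the lower direction when distinct pieces were counted (-0.62, adjusted p 0.00272). Without control 2 hmgcs1 (1.84e-04) and mvk (0.00239) passed. hmgcra turned to -0.18 in all 5 libraries without the block. With 1 library left out of that fit it was -0.76 without control 1, -0.02 without ethanol 1 and -0.37 without ethanol 2. Only without control 2 was it above 0 (0.99). With nAtf6 TG the median was -0.33 and the mean -0.23, with 13 of 20 lower, whereas camera placed the list higher (adjusted p 0.658) and the mean of the controls on the log scale gave a median of 0.58. The median was -1.13 without control 1 (camera adjusted p 3.18e-10) and 2.36 without control 2 (3.81e-24), so the list passed in opposite directions with either control alone. Of the 20 genes, 14 passed with ethanol without control 2, and 0 in edgeR in all 5 libraries without the block or without control 1, ethanol 1 or ethanol 2.

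**Figure D3:**
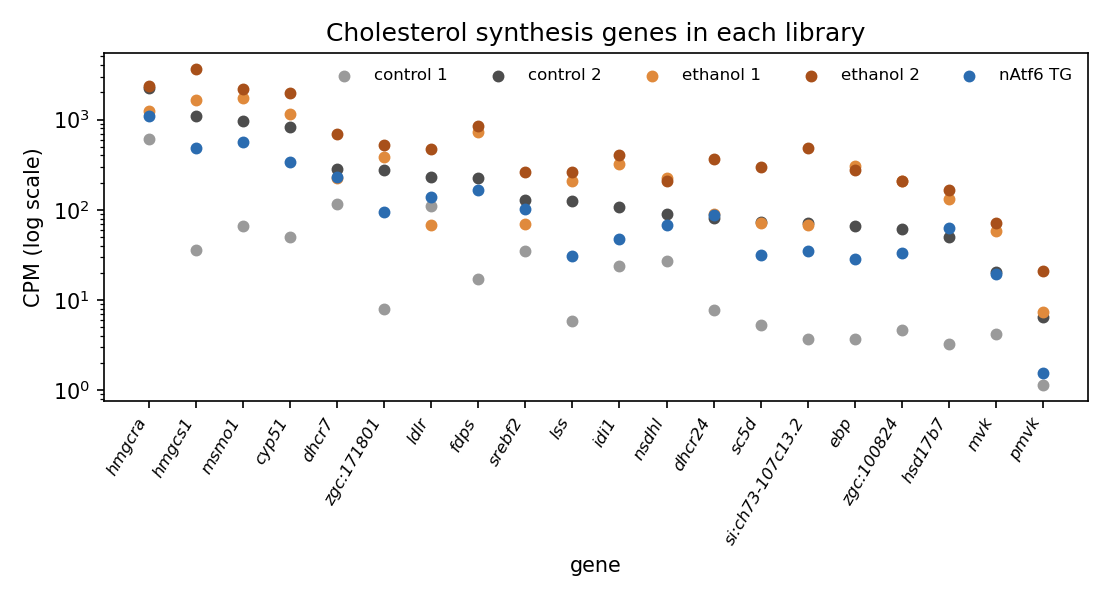
CPM on a log axis of each of the 20 genes of cholesterol synthesis, with 1 point per library. For all 20 genes control 1 lies below control 2, with a median difference of -3.61 on the log2 scale.

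The stress lists ask whether other stress responses moved. The 13 genes of the Perk branch and amino acid response had a median of 0.46 with ethanol, with 8 of 13 higher and 6 past the threshold, or 6 higher and 1 lower when adjusted over the list alone (camera adjusted p 0.00446), and -0.15 with nAtf6 TG, with 8 of 13 lower (camera adjusted p 0.541). The median with ethanol turned to -0.13 when distinct pieces were counted. Of the Perk list 1 gene passed in all 5 libraries without the replicate block, and with 1 library left out of that fit 2 passed without control 1, 1 without control 2, 3 without ethanol 1 and 4 without ethanol 2. The 10 heat shock genes were listed as cytosolic, although hspd1 and hspe1 among them encode mitochondrial chaperonins. They had a median of 0.84 with ethanol, with 8 of 10 higher and 4 past the threshold, or 5 higher and 1 lower when adjusted over the list alone (camera adjusted p 8.80e-04). In all 5 libraries without the block 2 of them passed, as many as without control 1 or control 2. With nAtf6 TG they had a median of -0.06, a mean of 0.16 and a camera adjusted p of 0.864 in the higher direction, which reversed without control 2 (0.928).

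Neighbouring tissue can differ between hand-dissected pools, so lists of marker genes were measured in each library, as medians of log2 CPM relative to the mean of the controls. The 14 exocrine pancreas genes lay at -1.62 in ethanol 1, -1.78 in ethanol 2 and -0.66 in the nAtf6 TG library, against -0.15 and 0.15 in the controls, and took 1.05% and 1.35% of the pieces on genes in the controls, 0.403% and 0.368% in the ethanol libraries and 0.766% in the nAtf6 TG library. In edgeR's quasi-likelihood test 14 of 14 were past the threshold and lower with ethanol, also when adjusted over the list alone. Without the replicate block 2 of them passed, and 3 in all 5 libraries. When that fit left out 1 library 5 passed without control 1, 2 without control 2, 13 without ethanol 1 and 12 without ethanol 2, while 14 of 14 remained lower without the block. Of the intestine list, 11 genes had at least 5 CPM, and their median lay at 0.71 and -0.71 in the controls, -2.01 in ethanol 1, -0.42 in ethanol 2 and -1.87 in the nAtf6 TG library. The 5 erythrocyte genes lay at -0.41 and 0.41 in the controls, -0.58 and -1.02 with ethanol and 0.10 with nAtf6 TG. The 12 muscle genes lay at -0.40 and 0.40 in the controls, at -1.58 in ethanol 1, at 0.86 in ethanol 2 and at -0.56 in the nAtf6 TG library. The 14 hepatocyte genes lay at 0.05 and -0.05 in the controls, 0.08 and -0.50 with ethanol and 0.08 with nAtf6 TG. In the fit for ethanol their median log2 fold change was -0.76, with 10 of 14 lower, and 3 passed higher and 4 lower. The median was 0.05 with median coverage and -0.14 without ethanol 2. DESeq2 with the block called 3 higher and 5 lower. Without the block 0 of them passed in all 5 libraries in edgeR, 1 without control 1 or control 2, and 5 without ethanol 1 or ethanol 2.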

Values the study reported

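The study exposed larvae to 350 mM ethanol. It reported 33 UPR target genes raised in nAtf6 TG livers, 49 raised by ethanol and 30 raised in both, which left 19 raised by ethanol alone. It reported atf6 mRNA at about 4 fold in nAtf6 TG livers. By qPCR it reported about 2 fold for fasn and acc1 in nAtf6 TG larvae, and also in livers of ethanol-treated larvae. The larvae of the latter qPCR were exposed to ethanol for longer than the sequenced larvae.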

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

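The tests of whether the excess came from single loci, and of other ways of parting the libraries, were fixed before their results were seen, whereas the counting of repeat families was chosen after seeing the data. Pieces annotated to repeat families enter none of the comparisons above. Families with a mean of at least 5 CPM, scaled here to all pieces (530 families), were compared between libraries, and a family was counted where every treated library was at least 2 times the higher control.

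With ethanol, 37 families were higher in both ethanol libraries than in both controls, and 1 was lower. The most abundant was ANGEL, at 1592 and 1857 CPM in the controls and 4139 and 3873 in the ethanol libraries. Library differences that do not follow the treatment stay open: with the libraries of number 2 set against those of number 1, the same rule counted 19 families and the other direction counted 0. With control 1 and ethanol 2 set against control 2 and ethanol 1 it counted 0 families in each direction. The 4 libraries allow too few such divisions to exclude differences of that kind. Control 2 alone was at least 2 times control 1 for 37 families. Single transcribed loci were argued against for most families, since 27.0% of the 37 (10 families) had over 50% of their excess within 1 stretch of 10 kb, and stay open for those 10. Repeats inside several transcripts that ethanol raised could give the same counts. The stretch with most excess overlapped the span of calrl for ANGEL (10.1% of its excess), DNA11TA1 (27.7%) and TDR20 (39.0%). It overlapped that of canx for IS4EU-1 (29.6%) and EnSpm-N1 (28.1%). Both genes passed the threshold and were higher with ethanol (log2 fold change 3.78 and 1.56). That goes with this explanation for part of the excess of these families. The other families were not compared with gene spans. An effect of ethanol on repeats is untested beyond this.

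In the nAtf6 TG library 21 families were higher than in both controls, and 4 were lower. BHIKHARI-2-I_DR-int had the largest ratio, at 0.372 and 1.39 CPM in the controls and 83.9 in the nAtf6 TG library, and 40.1% of its excess lay within 1 stretch. Whether single transcribed loci explain the pattern cannot be told apart, since 52.4% of the 21 families had over 50% of their excess in 1 stretch, close to an even division. The stretch with most excess overlapped the span of calrl for DNA11TA1 (34.5%), TDR20 (39.1%) and IS4EU-1 (38.4%). The log2 fold change of calrl with nAtf6 TG was 4.01. With control 1 or control 2 set against the remaining libraries of these 3, the rule counted 2 families each. A difference between libraries that does not follow the genotype stays possible, because the group has 1 library. An effect of nAtf6 is untested beyond this.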

How the results depend on the processing

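The alternatives without adapter or low-complexity pieces, with GC content taken out, thinned to equal depth, and with an estimated correlation, those for ethanol minus nAtf6 TG, those relative to rplp0, and those for the lists other than fry, and for the UPR and lipid lists also other than DESeq2 and leaving out a replicate, were chosen after seeing the data. Of the values above that summarise a comparison or a list, 569 alternatives left the direction and the side of the threshold or the size as it was. Those that did not follow, apart from camera with an estimated correlation, which is given here for ethanol only.

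For ethanol against control, with 1378 genes, the counts that moved by over 1.5 times were 0 with median coverage and limma, 638 with glmTreat against 1.5-fold, 130 with no replicate block and 179 in all 5 libraries in 3 groups with no replicate block. Leaving out 1 replicate gave 198 to 1435 genes in a fit with no block. The 130 genes were all among the 1378. The fits with no block differ from the main one in their residual degrees of freedom as well. For nAtf6 TG against control, with 0 genes in edgeR, 463 at an unadjusted p of 0.05 and 127 in DESeq2, the counts were 32 with no filter, 48 with distinct pieces, 149 with control and nAtf6 TG alone, 15 after thinning to equal depth, and 56 to 95 with 1 replicate left out. For ethanol minus nAtf6 TG, with 10 genes, they were 513 with DESeq2, 35 with no filter and 104 to 537 with 1 replicate left out. Apart from the smaller sets of libraries, the cause was not tested. The correlation of 0.372 moved to 0.205 and 0.209 with separate controls, where the contrasts share none, to 0.393 over genes of at least 5 CPM and to 0.350 with DESeq2. It was 0.373 with RLE, 0.367 without the genes of other tissues and 0.356 without the UPR list, shifts within the spread of the simulated draws.

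At the limit that 5% of genes passed between the controls, the natural log ratios gave 534 genes for nAtf6 TG, 763 for ethanol in both pairs, 522 between the controls and 8 of the UPR list between the controls, since that limit is higher. The UPR counts for nAtf6 TG, ethanol and both kept within 1.5 times. The share of atf6 pieces before the boundary moved to 82.5% in nAtf6 TG and 59.8% in ethanol 2 with distinct pieces. Counting distinct pieces caps the level of abundant stretches by construction.

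Under fry the adjusted p with ethanol was 0.266 for the UPR list, 0.170 for glycolysis, 0.333 for lipoprotein, 0.409 for cholesterol synthesis and 0.170 for heat shock, none past the threshold, and 0.0386 for glyceroneogenesis, past it. With nAtf6 TG it was 0.276 for the UPR list, glycolysis and lipoprotein. The cause was not tested beyond the preset correlation. With an estimated correlation, camera placed no UPR, lipid or stress list under 0.05 with ethanol. Its unadjusted p was 0.260 for the UPR list, 0.118 for glycolysis and 0.254 for lipoprotein. For cholesterol synthesis it was 0.399, for Perk 0.193 and for heat shock 0.209. All of these had passed with the preset correlation. With 1 replicate left out, camera's adjusted p with ethanol ran from 0.00226 to 0.387 for lipoprotein, 0.183 to 0.651 for Srebp1, where the direction reversed without control 1 or ethanol 2, and 2.77e-26 to 0.0895 for cholesterol synthesis. With nAtf6 TG it ran from 8.59e-05 to 0.0903 for glycolysis, 0.0252 to 0.135 for glyceroneogenesis, 0.159 to 0.851 for Srebp1 (reversed without control 2), 3.81e-24 to 0.851 for cholesterol synthesis (reversed without control 1) and 0.542 to 0.928 for heat shock (reversed without control 2).

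With distinct pieces camera's adjusted p with ethanol was 0.141 for cholesterol synthesis, not past the threshold, and 0.0227 for glyceroneogenesis, past it. With nAtf6 TG the glyceroneogenesis list reversed with distinct pieces (0.526) and passed with no filter (0.0258), and the heat shock list reversed with no filter (0.907).

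With median coverage and limma 0 genes of the UPR, glycolysis, lipoprotein, cholesterol, Perk, heat shock, hepatocyte and pancreas lists passed with ethanol, as none did among all genes. With glmTreat they were 19 UPR genes, 1 lipoprotein gene and 2 cholesterol genes, a stricter test by construction. In all 5 libraries with no replicate block they were 7 UPR genes, 1 lipoprotein gene, 0 cholesterol genes, 1 Perk gene, 2 heat shock genes, 0 hepatocyte genes and 3 pancreas genes. With distinct pieces they were 3 glyceroneogenesis genes, 6 lipoprotein genes, 1 Srebp1 gene, 2 cholesterol genes (both lower), 7 heat shock genes and 14 hepatocyte genes, all 14 lower. Upper-quartile normalization and GC content taken out each gave 1 glyceroneogenesis gene. With nAtf6 TG the UPR genes were 9 with no filter, 8 with distinct pieces, 22 with control and nAtf6 TG alone and 3 after thinning, and control and nAtf6 TG alone gave 1 lipoprotein gene.

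Genes past the threshold with ethanol with no replicate block were 5 of the UPR list, 1 lipoprotein gene, 0 cholesterol genes, 1 Perk gene, 1 heat shock gene, 0 hepatocyte genes and 2 pancreas genes, and the block changed no call of camera for the UPR, lipid and stress lists. With 1 replicate left out they were 6 to 38 of the UPR list, 0 to 1 for glyceroneogenesis, 1 to 2 for lipoprotein, 0 to 14 for cholesterol synthesis, 1 to 4 for Perk, 2 to 3 for heat shock, 1 to 5 for hepatocyte and 2 to 13 for pancreas. With nAtf6 TG, DESeq2 called 22 UPR genes and 1 lipoprotein gene, and leaving out 1 replicate gave 10 to 17 UPR genes, 0 to 1 lipoprotein genes and 0 to 2 cholesterol genes. The levels of the tissue lists per library kept their values within the spread of the controls with library sizes counted without the listed genes.

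Of the genes whose fold changes are printed, the alternatives kept direction and side in 413 values with ethanol and 250 with nAtf6 TG, lost the threshold in 66 and 0, gained it in 5 and 50, and reversed in 12 and 8. Counting distinct pieces reversed igfbp1b (-0.032), hsp90b1 (-0.0797), hspa5 (-0.14) and hmgcra (-0.62) with ethanol, and igfbp1b (-0.013), pck1 (-0.31) and got1 (-0.0094) with nAtf6 TG. Median coverage reversed fabp10a with ethanol (0.59) and fasn with nAtf6 TG (0.0055). Relative to rplp0, without a test, fasn (0.52) and acaca (0.56) reversed with nAtf6 TG, since rplp0 was lower by more. hmgcra with ethanol also reversed with upper-quartile normalization (-0.0399), with no replicate block (-0.13), in all 5 libraries with no replicate block (-0.18), and with 1 replicate left out, where it ran from -0.76 to 0.99. With 1 replicate left out fasn ran from -0.10 to 1.22 with ethanol, and fasn from -0.74 to 0.38 and acaca from -0.62 to 0.27 with nAtf6 TG. The cause was not tested.

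Depth did not limit the ethanol count by much: thinning to the smallest library left 1372 genes. An alternative that counts every mapped position was not run, because each piece has 1 listed position.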

Other observations

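Chosen only after the result was seen were the comparisons of lists between the controls and between the ethanol libraries, apart from that with GC content taken out, the fits for ethanol with GC content taken out, at equal depth and without adapter pieces, the use of the exocrine list and of the library sizes without other tissues as tests of a source, the islet hormone genes, and the values relative to rplp0. The labels give no sequencing batch.

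The 20 cholesterol synthesis genes were lower in control 1 than in control 2, by a median of -3.61 on the log2 scale, and 10000 random lists matched on expression ran from -0.48 to 0.41. A difference in library size or composition between the controls is therefore argued against. With each library's trend with GC content taken out the median was -3.64, which argues against GC content. The tissue lists differed between the controls as well: the intestine list was higher in control 1 by 1.52, with 12 of 13 genes higher, and the muscle list was the lowest there, at -0.73. No list of another tissue was lower in control 1 by as much as the cholesterol genes, which argues against more of a listed tissue in control 2 as their source. More intestine in control 1 would lower the cholesterol genes only by dilution, and the hepatocyte list was not lower there (0.20). Ethanol 1 minus ethanol 2 was -0.11, with 10 of 20 genes lower. Random lists matched on expression ran from -0.40 to 1.13 there, and the list lay at percentile 0.58 of them. It was thus lower than most random lists, as in the controls, but by far less. That argues against a technical difference as large as -3.61 shared by libraries of the same number, and leaves a smaller one open. Because each ethanol pool came from siblings of its control, the same value argues against a difference of that size between clutches that ethanol left in place. One that showed only without ethanol stays open, as does a difference in control 1 or control 2 alone.

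The 54 UPR list genes were also lower in control 1, with a median of -0.24 and 36 of 54 lower, and 10000 random lists matched on expression ran from -0.10 to 0.33. That argues against library size or composition of the counts. The pancreas, erythrocyte and muscle lists were also lower in control 1 (-0.21, -0.65 and -0.73), so a difference in other tissue stays open. The ratio of each treated library to a control may therefore depend on the control chosen for these genes too. No biological explanation was tested.

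Ethanol's 1378 genes were checked for technical sources. With the GC trend of each library taken out in the same fit as the replicate block, 1318 of them remained past the threshold. With all libraries thinned to the depth of the smallest, 1348 remained. These values argue against GC content and depth as the source of most calls. With library sizes counted without the genes of other tissues, 1378 remained, but that alternative moved the median log2 fold change of all genes only from 0.0617 to 0.0575, so it decides nothing about other tissue. Other tissue, an effect of ethanol and other differences between the pools stay open.

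The exocrine pancreas markers were lower in both ethanol libraries, and 14 of 14 were past the threshold in edgeR's quasi-likelihood test with the replicate block, against 2 of 14 without it. Less pancreas in the ethanol pools is a possible explanation, since all 14 fell together. A fall of the same genes within pancreatic cells could give the same values and was not tested.

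Islet hormone genes (ins, gcga, gcgb, sst1.1 and sst2, chosen after their values were seen) had 32 pieces in all in the nAtf6 TG library. Their sum was 56.4 CPM in control 1, 83.3 in control 2, 62.9 in ethanol 1, 33.007 in ethanol 2 and 0.962 in the nAtf6 TG library. The ratio of the nAtf6 TG library to the controls was 0.0138 (95% counting interval 0.00945 to 0.0196). For ins, with 2 pieces, the ratio was 0.00254 (3.07e-04 to 0.00919). The exocrine list shifted by -0.88, with 13 of 14 genes lower, below the lowest of the random lists matched on expression (-0.71). Less pancreas in this pool is therefore possible. The islet hormone genes shifted by a median of -6.33, which argues against a smaller share of pancreas as a whole as their only source. Fewer islet cells in the pool and a fall of hormone expression cannot be told apart, because only 3 other islet genes had enough pieces, with a median of -0.98. With 1 library the pattern has no replicate check.

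The gene zgc:171629 held 209175 pieces over the 5 libraries, of which 99.96% hold adapter sequence. Its level likely comes from adapters. Leaving out such pieces and those of low complexity changed the count for ethanol to 1388 genes and left that for nAtf6 TG at 0 in edgeR.

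In natural log ratios, 11 UPR genes were raised by ethanol in both pairs and not in the nAtf6 TG library. That is lower than the value quoted from the study above. Counted in either pair they were 17, and the study's rule for both pairs is not given in the sources used here. In the nAtf6 TG library fasn was 0.841-fold and acaca, the gene also called acc1, 0.866-fold by these counts. The qPCR values quoted from the study above were relative to a reference gene, rpp0, taken here to be rplp0, so the scales differ. By these counts rplp0 was 0.588-fold in the nAtf6 TG library (adjusted p 1). Relative to it fasn was 1.43-fold and acaca 1.47-fold. Against control 1 alone these values were 2.42-fold and 2.24-fold, and against control 2 alone 0.967-fold and 1.05-fold. The direction therefore rested on the scale for both genes, and relative to rplp0 it rested on the control for fasn only. The libraries compare 1 pool with controls that carry another transgene. Without control 2, on the scale of the fit, both genes were higher in the nAtf6 TG library (log2 fold change 0.38 and 0.27). With ethanol fasn was 1.47-fold and acaca 1.70-fold by these counts. Relative to rplp0, which was 0.467-fold with ethanol, they were 3.14-fold and 3.63-fold, without a test. The study's qPCR with ethanol followed a longer exposure than that of the sequenced larvae, so the times differ as well.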
